# Immune cell single-cell RNA sequencing analyses link an age-associated T cell subset to symptomatic benign prostatic hyperplasia

**DOI:** 10.3389/fimmu.2025.1585446

**Published:** 2025-07-07

**Authors:** Meaghan M. Broman, Nadia A. Lanman, Renee E. Vickman, Gregory M. Cresswell, Harish Kothandaraman, Andree Kolliegbo, Juan Sebastian Paez Paez, Alexander P. Glaser, Brian T. Helfand, Gervaise Henry, Douglas W. Strand, Omar E. Franco, Simon W. Hayward, Timothy L. Ratliff

**Keywords:** BPH, prostate, aging, inflammaging, T cells, granzyme K, SASP

## Abstract

**Introduction:**

Benign prostatic hyperplasia (BPH) is among the most common age-associated diseases in men. Prostatic immune cell infiltration is frequently observed with aging coincident with BPH; however, the contribution of age-related changes in immune cells to BPH is not clear. As T cells are the predominate immune cell in aged prostates, it is hypothesized that age-associated alterations in T cell subsets contribute to BPH symptoms.

**Methods:**

scRNA-seq data from immune cells isolated from small (≤40g) and large (≥90g) prostates from aged men (>50 years) were combined with previously published scRNA-seq data from three young organ donor prostates to compare young to aged prostate T cells and small to large aged prostate T cells. Cycling and senescent BPH patient-derived fibroblasts were treated with granzyme K and senescence-associated secretory phenotype (SASP)-associated cytokines were measured by ELISA.

**Results:**

An age-associated CD8^+^ T cell subset (Taa) with high Granzyme K (GZMKhi) and low Granzyme B (GZMBlow) gene expression infiltrated aged human prostates and positively correlated with International Prostate Symptom Score (IPSS). A velocity analysis indicated that CD8^+^ T cell differentiation is altered in large BPH prostates compared to small age-matched prostates, favoring Taa accumulation. In vitro granzyme K treatment of human BPH patient-derived large prostate fibroblasts increased secretion of pro-inflammatory senescence-associated secretory phenotype (SASP)-associated cytokines.

**Discussion:**

These data suggest that granzyme K-mediated stimulation of prostate stromal fibroblast SASP cytokine and chemokine production promotes prostate immune cell recruitment and activation. Overall, these results connect symptomatic BPH with immune aging.

## Introduction

Aging is associated with changes in both innate and adaptive immunity collectively referred to as immunosenescence, involving alterations in leukocyte function and increase, an individual’s susceptibility to a variety of chronic diseases, infections, and autoimmunity (1–3). While immunosenescence encompasses both adaptive and innate immunity, alterations in the adaptive immune system are a key component in the dysregulated immune response in aged individuals (4, 5). Immunosenescence includes a chronic low-grade inflammation, referred to as inflammaging, that occurs in the absence of pathogens and has been implicated in a variety of age-associated chronic conditions including cardiovascular disease, type 2 diabetes mellitus, obesity, and cancer (1, 6–9). In addition to changes in immune cells, various other cell types and cellular processes may contribute to the chronic inflammation of inflammaging, including the presence of senescent cells in the microenvironment (1, 2, 10, 11). Characteristics of senescent cells include cell cycle arrest, resistance to apoptosis, and a senescence-associated secretory phenotype (SASP), characterized by the production of various cytokines, chemokines and growth factors that promote an inflammatory microenvironment (2, 12). Reduced removal and accumulation of these senescent cells with age is one consequence of immunosenescence (13).

Among the most common age-related conditions in men is benign prostatic hyperplasia (BPH), affecting approximately half of men over age 50 and nearly 80% by age 80 (14–16). As men age, progressive nodular expansion of both the epithelial and fibromuscular stromal tissues of the prostatic transitional zone (TZ) adjacent to the urethra results in lower urinary tract symptoms (LUTS) (14–18). This expansion is commonly accompanied by immune cell infiltrates that progressively accumulate over time (19). While the underlying cause of BPH and its connection with aging is uncertain, proposed mechanisms include altered androgen levels, prostatic cellular senescence, and changes in immune responses (20–22). Previous studies have associated high prostate inflammatory cell infiltration with increased International Prostate Symptom Score (IPSS) and LUTS (15, 23). Also, prostatitis has been associated with a higher risk of developing BPH-associated LUTS as well as with an increased likelihood of eventually requiring medical or surgical treatment to manage these symptoms (24). Furthermore, immune cell-derived proteins, including pro-inflammatory cytokines, chemokines, and granzymes, have been shown to promote stromal and epithelial cell activation and proliferation as well as exacerbate immune cell recruitment (25–32). These findings led to the hypothesis that age-associated alterations in the prostate immune microenvironment may underlie the development and progression of clinical symptoms of BPH (27, 33, 34). However, the potential contributions of specific immune cell populations and their cellular products to BPH symptoms and progression have not been defined (19, 23, 34, 35).

Other age-associated inflammatory conditions including diabetes, metabolic syndrome, and obesity have been implicated as risk factors for BPH and LUTS (36–38). Additionally, the risk of autoimmune conditions such as rheumatoid arthritis (RA) is increased with age (39), and previous studies have indicated an association between systemic autoimmune inflammation and BPH (40). In all, these studies suggest a role for systemic age-associated immune dysregulation in BPH. Given the T cell dominance of inflammation in the aged prostate (15, 40, 41), we hypothesized that age-associated T cell subpopulations contribute to BPH symptoms. To address this hypothesis, we utilized single-cell RNA-sequencing (scRNA-Seq) to define and compare the immune cells between aged and young normal prostates and between large and small age-matched prostates to identify potential age-related immune mechanisms of BPH. The results of this study suggest that an age-associated CD8^+^ *GZMK* ^hi^ *GZMB* ^low^ T cell (Taa) subset contributes to BPH symptoms.

## Methods

### Human prostate samples

Prostatic tissues were obtained as previously described (40–42). Clinical data for BPH patients is summarized in (41). All human tissue procurement was done with informed consent in accordance with protocols approved by the Institutional Review Boards of each institution.

### BPH tissue processing for scRNA-seq

Normal prostate tissues were processed for scRNA-Seq as described (42). For aged prostate tissues, transitional zone (TZ) tissue was excised from each collected large and small prostate and processed as described (40, 41).

### Sample sequencing and data analysis

Sequencing of normal prostate cells was performed as described in Henry et al. (42) and is accessible through GEO SuperSeries GSE120716 (42). Sequencing of aged prostate cells was performed as described (40, 41). The aged prostate data is available through GEO under accession number GSE269205. For comparison of aged prostate to normal young prostate immune cells, published scRNA-seq data generated from immune cells isolated from 13 aged (61–76 years) prostate specimens was combined with previously published scRNA-seq data generated from 3 normal prostates obtained from healthy organ donors aged 18–31 years with no reported comorbidities (42). For comparison of large and small aged prostate immune cells, published CD45^+^ leukocyte scRNA-seq data from the 10 large (51–76 years) and 10 small (63–76 years) aged prostates were used (40, 41). Clustering and subclustering of cells was performed as described (40, 41).

### Clinical correlation

Cellular proportions for each cluster and subcluster were computed for each sample. A permutation test was used to calculate a p-value for each cluster, utilizing bootstrapping to calculate the confidence interval for the magnitude of difference between large and small prostates from aged men and young normal prostates. Spearman correlations were computed and statistically significant correlations identified (adjusted p-value < 0.05) between cellular proportions and patient body mass index (BMI), IPSS, and prostate volume using the corrplot R package version 0.92.

### Velocity analysis

The package Velocyto (43) v. 0.17.17 was used to count spliced and unspliced abundances from the CellRanger output BAM files and write these abundances to loom files. The metadata, which includes sample numbers, genes post-filtering, cells post-filtering, embedding coordinates of cells, and clusters were output from Seurat (44) v3 and used in the RNA velocity analysis. Next, scVelo (45) v. 2.4.0 was used to estimate RNA velocity using a likelihood-dynamical model. This dynamical model allows the estimation of RNA velocity even if there is not steady state observed for a given gene, provided that enough spliced and unspliced counts are observed.

### Prostate immunofluorescence

Full thickness cross sections of prostate were fixed in 10% neutral buffered formalin (NBF) for histology. Formalin fixed prostate tissues were embedded in paraffin and sectioned. Sections were deparaffinized and blocked with 2.5% Normal Goat serum for 20 minutes. Sections were incubated with primary antibodies for CD8a (clone C8/144B, Abcam) at 1:100 and Granzyme K (polyclonal, Novus Biologicals) at 1:50 for 60 minutes the rinsed twice with staining buffer. The sections were incubated with GoRb488 at 1:250 and GoM555 at 1:500 for 30 minutes then rinsed once with buffer. Sections were counterstained with DAPI for 15 minutes and rinsed with water before applying Prolong Gold mounting media and coverslipping. Stained slides were digitized using a Leica Versa8 whole-slide scanner (Leica, Wetzlar, Germany) and analyzed using the Visiopharm digital slide analysis platform (Visiopharm, Hørsholm, Denmark).

### Aged prostate bulk RNA-seq

Frozen TZ tissue from 10 small and 7 large prostates from the same patient cohort as the aged prostate scRNA-seq analysis were placed in Trizol and homogenized using a tissue shredder. After isolation of RNA following the Trizol protocol, cleanup was conducted using the RNeasy Plus mini kit (Qiagen). RNA concentration and quality were determined using a Nanodrop 2000 spectrophotometer (ThermoFisher) and Qubit 4 fluorometer using RNA BR reagents (Invitrogen). RNA was sent to Novogene Corporation Inc. for quality control and strand-specific cDNA library preparation. Bulk RNA-seq paired-end 150 bp reads were sequenced by Novogene. STAR aligner v2.6.1d (46) was used to align reads to the human reference genome, allowing 2 mismatches, and FeatureCounts v1.5.0-p3 (47) was used with default parameters to generate the count matrix. DESeq2 v1.20.0 (48) was used to identify differentially expressed genes (padj<0.05). 

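COL28A1, which encodes a collagen of peripheral nerves, was lower in large than in small prostates, and it was the 1 gene of 23037 past an adjusted p of 0.05 in edgeR. It lies on chromosome 7 of GRCh38 from 7356203 to 7535853 and was at 4.82 ± 2.96 CPM (SD, n = 10) in small and 0.476 ± 0.267 CPM (SD, n = 7) in large prostates, all 7 of them below every small one. Its log2 fold change was -3.34 (standard error 0.46, adjusted p = 0.0219 from edgeR's quasi-likelihood test). No gene was higher in large prostates at that threshold. The count at an unadjusted p under 0.05 was 1622 (775 higher, 847 lower), where chance gives 1152. With label series as a covariate it was 623, below that chance count. DESeq2, the tool of the paper, called 107 genes, 20 higher and 87 lower. Among genes with a mean of at least 1 CPM in a group, the 5 with the smallest p of those higher in large prostates did not pass the test in edgeR. They were LIPG (log2 fold change 1.42), an endothelial lipase, MORC1 (2.34), the sialyltransferase ST6GAL2 (1.43), NPPC (1.32), the precursor of C-type natriuretic peptide, and the non-coding AC079467.1 (1.61), each with an adjusted p of 0.196 from edgeR, and all 5 passed in DESeq2. MORC1, ST6GAL2 and AC079467.1 overlap other annotated genes. Of 39 gene lists fixed in advance, 38 had enough genes for limma's camera test, and 8 passed an adjusted p of 0.05, 4 higher and 4 lower in large prostates. None passed with a correlation estimated per list or with fry. The list of 10 nerve and Schwann cell genes was lower (camera adjusted p = 2.7e-10, adjusted p = 0.249 with an estimated correlation, both from limma). No member passed over all genes in edgeR, and 6 were lower when adjusted over the list alone. Among them were SOX10, a transcription factor of glia, S100B and CDH19, of which S100B and CDH19 were named after their values were seen. The 4 neuronal members, named after their values were seen, did not pass over the list alone. Their log2 fold changes were 1.21 for NEFL, 0.14 for TH (-0.41 without L3), -0.04 for NEFM (-1.58 without L4) and -0.44 for PRPH (-1.10 without L3). That of NEFL was -0.11 without L4, 0.22 with label series and 2.53 with smooth muscle and luminal scores as covariates. NEFL, NEFM and PRPH overlap other annotated genes. SOX10 (chromosome 22, 37970686 to 37987422) was at 1.54 ± 1.45 CPM in small and 0.0521 ± 0.0701 CPM in large prostates (log2 fold change -4.86, standard error 0.83, adjusted p = 0.0987 from edgeR) and overlaps POLR2F on the other strand. SOX10, S100B and CDH19 passed in DESeq2, as did NR4A1 and NR4A2. The list of 25 immediate early and stress genes, many of which respond within minutes to a stimulus, was lower too (camera adjusted p = 5.4e-13, adjusted p = 0.718 with an estimated correlation, both from limma). None of its members passed over all genes in edgeR, and 11 were lower when adjusted over the list alone. NR4A1 (chromosome 12, 52022832 to 52059507), an immediate early nuclear receptor, was at 404 ± 193 CPM in small and 139 ± 63.4 CPM in large prostates, all 7 below every small one (log2 fold change -1.54, adjusted p = 0.199 from edgeR), and overlaps NR4A1AS on the other strand. NR4A2 (chromosome 2, 156324432 to 156342348) was at 48.9 ± 55.0 and 6.68 ± 3.78 CPM (log2 fold change -2.87, adjusted p = 0.327 from edgeR), and its log2 fold change was -1.66 with 2 surrogate variables. The list of prostate cancer transcripts, 11 of which were tested, did not pass (camera adjusted p = 0.0707, adjusted p = 0.718 with an estimated correlation, both from limma). When adjusted over the list alone, 2 were lower and 1 (ETV4) was higher in large prostates, and none passed over all genes in edgeR. SPINK1, a protease inhibitor, was at 12.7 ± 23.4 CPM in small and 0.0987 ± 0.118 CPM in large prostates (log2 fold change -7.01, -4.30 with label series as a covariate). The non-coding PCA3, which overlaps PRUNE2, was at 186 ± 407 and 9.09 ± 10.2 CPM (log2 fold change -4.36, -2.73 without S3 and -1.49 with label series), and both genes passed in DESeq2. Without S2 the median log2 fold change of the immediate early list went from -1.24 to -0.74. COL28A1 did not pass with the label series as a covariate (log2 fold change -2.63, adjusted p = 0.608 from edgeR), with 2 surrogate variables (0.0656) or without S4 (0.0546), L1 (0.0933), L3 (0.112), L5 (0.099), L6 (0.112) or L7 (0.0836). Its log2 fold change was -3.49 with the surrogate variables and -3.19 to -3.38 with 1 of these 6 specimens left out.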

Bulk RNA-seq data is accessible through GEO under the accession number GSE295879.

### BPH prostate fibroblast and T cell scRNA-seq analysis

Previously published scRNA-seq data generated from all viable cells following tissue digests of 5 large prostate TZ obtained from patients aged 59–73 years undergoing simple prostatectomy surgery for symptomatic BPH was used to analyze BPH T cells and fibroblasts (40). Both raw and processed scRNA-seq data are available on GEO under accession number GSE183676.

### Rheumatoid arthritis T cell analysis

To compare the BPH T cell subset to rheumatoid arthritis-derived T cell subsets, we trained a classifier based on T cell subset marker genes from the Supplementary Data from Zhang et al. (49). The top 20 genes identified for the T cell subsets CCR7^+^(SC-T1), Treg (SC-T2), Tph and Tfh (SC-T3), GZMK^+^(SC-T4), CTLs (SC-T5), and GZMK^+^GZMB^+^ (SC-T6) T cells were used as input into Garnett (49, 50). The Garnett classifier was trained using default parameters and then classified our cells with the resulting model using default parameters.

### Human BPH fibroblast culture and cytokine analysis

Human prostate fibroblasts were obtained from the freshly isolated transition zones of 2 BPH patient specimens following simple prostatectomy surgery. Fibroblasts were isolated and cultured along with the human prostate fibroblast cell line BHPrS1in complete RPMI + 10% FBS as previously described (40, 51). Cells were plated at a density of 10,000 cells per well in a 96 well tissue culture plate, grown to around 70% confluence, serum starved in RPMI + 0.1% FBS for 24 hours, then treated with 200nM recombinant granzyme K (MyBioSource, San Diego, CA) in RPMI + 1% FBS for 24 hours (28). For senescence studies, fibroblasts were treated with 250nM doxorubicin (Sigma-Aldrich) for 24 hours, then cultured for an additional 6 days in RMPI + 10% FBS (52) prior to granzyme K treatment as described above. Supernatants were collected and analyzed for CXCL1, CCL2, CCL5, CXCL8, IL6, TNF, CCL20, IL2, and IL12p70 using the LEGENDPlex system (Biolegend) per manufacturer protocols. Comparisons with significant P values (P<0.05) are listed in **Supplementary Table S1**.

### Statistical analyses

Statistical analyses for scRNA-Seq and bulk RNA-seq analyses are described above. For IF quantification, a two-tailed T test was performed using GraphPad Prism (version 9; GraphPad Software, San Diego, CA). For ELISA experiments, a one-way ANOVA and Šídák’s multiple comparisons test were performed using GraphPad Prism. P values less than 0.05 were considered significant.

## Results

### A CD8^+^ *GZMK^hi^GZMB^low^* Taa subset is present in aged prostates

Published scRNA-Seq data (40, 41) generated from immune cells isolated from TZ tissues collected from 10 “small” (≤40 grams) prostates and 3 “large” (≥90 grams) late-stage symptomatic prostates from aged patients were combined with immune cell scRNA-Seq data from 3 normal prostates from healthy young (age 18 to 31) organ donors with no reported comorbidities generated in a separate previously published study (42). These data were analyzed together to identify common immune cell subtypes among all samples (40, 41).

Unsupervised clustering separated immune cells into 11 clusters based on immune cell gene expression profiles (**Figure 1A**) (40, 41). Overall, the bulk of the combined immune cells consisted of multiple closely associated T cells and natural killer (NK) cell clusters (**Figure 1A**). This is generally consistent with previous studies, which identified T lymphocytes as the predominate immune cell type in the prostate (15, 34, 40, 41, 53–55). Since T cells and NK cells were the predominant immune cell type in the combined sample types, we first investigated alterations in these populations between normal and aged prostates. Cells from clusters identified as T and NK cells in the initial clustering analysis were combined and subclustered together, which separated the combined T and NK cells into 12 subclusters (**Figures 1B, C**, **Supplementary Figures S1A, B**). Subclusters were subsequently identified based on a comparison of gene expression profiles to those previously generated by ProjecTILs (**Figure 1D**, **Supplementary Figure S1C**) (56). A CD8^+^ subcluster identified as a central memory (T_CM_) subtype (subcluster 0) made up the largest proportion of T cells in normal prostates (**Figures 1B–D**). While the overall number of immune cells was increased in aged prostates, the proportion of subcluster 0 T_CM_ cells was significantly decreased in both large and small aged prostates compared to young normal prostates (**Figure 1C**, **Supplementary Figure S1D**). A CD8^+^ subcluster (subcluster 4) with high expression of *GZMK* and low *GZMB* and an effector memory (T_EM_)-like gene profile that was proportionally significantly increased in aged versus young normal prostates was also identified (**Figures 1B–E**, **Supplementary Figures S1B–D**) (2). These data suggest a shift in CD8^+^ T cell populations in aged prostates. Subcluster 4 was of particular interest due to its similar gene expression to a T cell subset previously associated with aging and referred to as Taa cells (2), prompting further investigation of this subset and its potential relationship with age-related inflammation and BPH symptoms.

**Figure 1:**
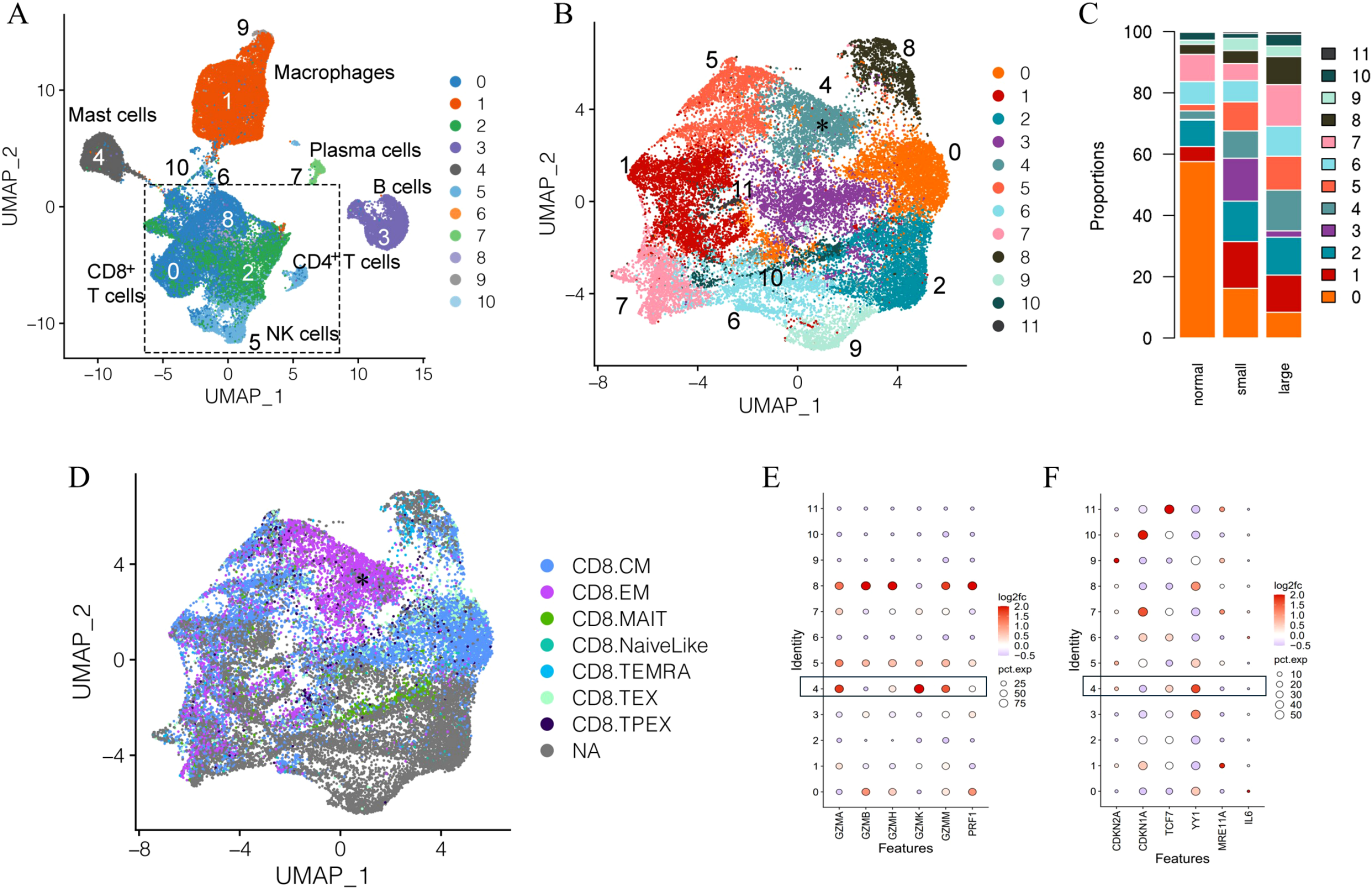
Clustering and subclustering of combined normal and aged prostate immune cells. **(A)** Full clustering of all combined immune cells from normal young (N=3) and aged (N=13) prostates showing T/NK cells as the dominant combined immune cell subtypes. **(B)** Subclustering of T/NK clusters identifying 12 subclusters. Subcluster 4 (asterisk) highly expresses *GZMK*. **(C)** Proportions of T/NK cell subclusters in young normal, small, and large prostates. **(D)** Identification of CD8^+^ T cell subsets among the subclustered T/NK cells based on ProjecTIL gene profiles; cells identified as CD8^+^T_EM_ (asterisk) corresponding to subcluster 4, highly express *GZMK*. CM, central memory; EM, effector memory; MAIT, mucosa-associated innate T cell; TEMRA, terminal effector memory re-expressing CD45RA; TEX, exhausted T cell; TPEX, progenitor exhausted T cell; NA, not applicable **(E)** Cytotoxic protein expression of T/NK subclusters showing higher *GZMK* and lower *GZMB* expression in subcluster 4 cells from aged prostates compared to young normal prostates. **(F)** Expression of select senescence-associated genes among subclusters in aged compared to normal prostates.

In addition to a significant increase in *GZMK* expression and decrease in *GZMB* expression, the subcluster 4 Taa cells from aged prostates also showed relatively low expression of the perforin gene *PRF1* (**Figure 1E**). This cytotoxic protein expression pattern has been previously associated with an early-stage CD8^+^ memory T cell differentiation state with diminished capacity for cytotoxic activity (31, 57). Expression of select cell cycle and T cell differentiation genes previously reported to be modulated in aged immune cells were differentially expressed in aged Taa cells (**Figure 1F**) (58–61). Expression of *YY1*, a transcription factor linked to effector T cell differentiation, autoimmunity, and senescence was significantly increased in aged prostate Taa cells (**Figure 1F**) (60). Expression of *CDKN2A* and *TCF7*, which encode the p16 cell cycle regulator and the T cell factor 1 (TCF1) protein associated with T cell development and maturation, respectively, were also mildly increased in aged Taa cells (**Figure 1F**) (58–60). Overall, these results indicate alterations in the proportion and cycle-associated gene expression profiles between Taa in young and aged prostates.

### The Taa subset is positively correlated with clinical symptoms in BPH

We hypothesized that the Taa or other T cell subsets would be correlated with BPH and LUTS in aged patients. We compared immune cell scRNA-Seq generated from aged small and large prostates (40, 41). To enhance the analysis of the Taa subset, additional immune cell scRNA-Seq data from seven large prostates were generated and integrated with the scRNA-Seq data from the thirteen aged prostates for a total of 10 small and 10 large prostate samples (40, 41).

The bulk of immune cells in the combined large and small aged prostates consisted of multiple closely associated clusters identified as T cells and NK cells (**Figure 2A**, **Supplementary Figure S2A**) (40, 41). T/NK cell subclustering analysis identified 14 subclusters (**Figure 2A**, **Supplementary Figure S2A**). Subcluster 1, identified as a CD8^+^ T_EM_-like subtype based on comparison of its gene expression profile to ProjecTILs profiles, expressed a similar high *GZMK* and low *GZMB* expression pattern as the Taa cells identified in the previous analysis (**Figure 2B**, **Supplementary Figure S2A**) (2, 56). A correlation analysis revealed that subcluster 1 Taa (R=0.7, P=0.0416) was significantly positively correlated with IPSS scores (**Figure 2C**) (41, 56). Additionally, a CD8^+^ subset identified as T_MAIT_ (subcluster 5) (R=0.5, P=0.0241) and a mixed T/NK cell subset (subcluster 13) (R=0.3, P=0.0282) were also positively correlated with IPSS (**Figures 2B, C**). Given this correlation of Taa with IPSS as well as previous aging studies on Taa cells, we focused our subsequent studies on Taa cells.

**Figure 2:**
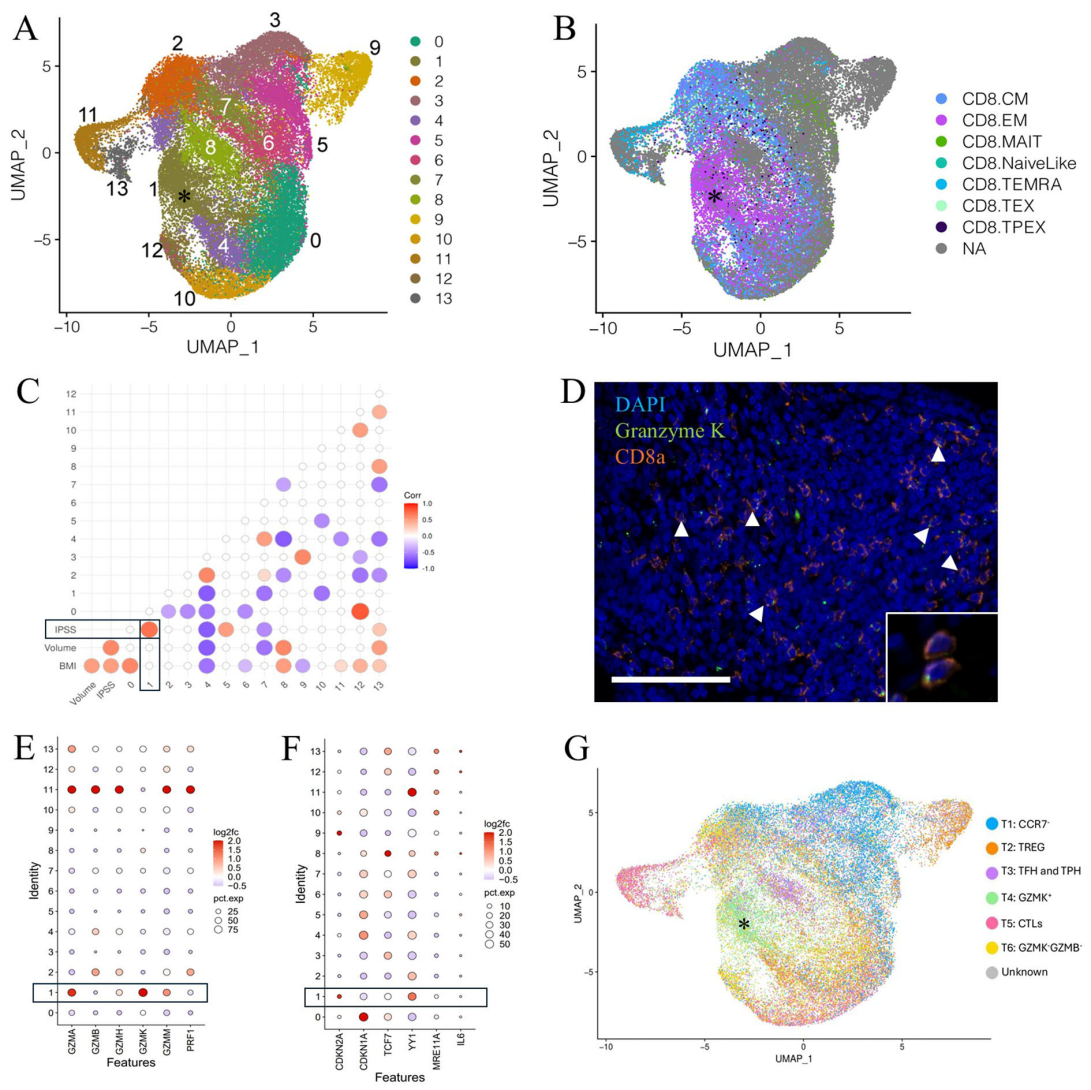
Clustering and subclustering of combined large and small aged prostate immune cells. **(A)** Figure adapted from Lanman et al. (41)^33^. Subclustering of T/NK clusters identifying 14 T/NK cell subclusters. A *GZMK* ^hi^ *GZMB* ^low^ subcluster designated Taa (asterisk) is identified. **(B)** Identification of CD8+ T cell subsets among the subclustered T/NK cells based on ProjecTILs gene profiles; subcluster 1 Taa (asterisk) with a CD8^+^ EM-like gene expression profile, highly expresses *GZMK*. **(C)** Correlation of IPSS, prostate volume, and BMI with T/NK cell subsets; statistically significant (P<0.05) correlations are shown. **(D)** CD8a and GZMK-labeling T cells (arrowheads, inset) are identified by immunofluorescence within the prostate stromal compartment. Scale bar=100μm. **(E)** Granzyme expression of T/NK subclusters showing increased *GZMK* and decreased *GZMB* expression in subcluster 1 cells from large aged prostates compared to small aged prostates. **(F)** Expression of select senescence-associated genes among subclusters in aged compared to normal prostates. **(G)** Comparison of aged prostate and RA-derived T cells showing a common *GZMK* ^+^ subcluster (asterisk). TREG, regulatory T cells; TFH, Follicular helper T cells; TPH, Peripheral helper T cells; CTL, Cytotoxic T lymphocytes.

Lymphoid cells expressing both CD8a and GZMK were observed histologically in both small and large prostate specimens, predominately within the stroma (**Figure 2D**). The percentage of CD8a^+^ cells that also labeled with GZMK was increased, albeit not significantly (P=0.0614), in large prostate tissue sections (**Supplementary Figure S2B**). Similarly, the proportion of the Taa (subcluster 1) cells was not significantly increased in large prostates compared to small prostates in the scRNA-Seq analysis (**Supplementary Figures S2C, D**). However, there was a mild but significant increase in *GZMK* gene expression and decrease in *GZMB* gene expression as well as overall low gene expression of *PRF1* in this subcluster in large prostates compared to small (**Figure 2E**). Consistent with the comparison of aged and young prostate Taa cells, *YY1* and *CDKN2A* gene expression was significantly increased in Taa cells from large prostates compared to small prostates; however, *TCF7* expression was not significantly different (**Figure 2F**).

Given the previous identification of *GZMK*-expressing T cells within inflamed synovial tissues of rheumatoid arthritis (RA) patients (49, 62) and the drastically increased incidence of BPH among RA patients (40, 49), we hypothesized that similar *GZMK*-expressing subsets would be present in both RA and aged prostate tissues, indicating a similar pro-inflammatory tissue microenvironment. Comparison of prostate T cell subclustering data with T cell subclustering profiles generated by Zhang et al. (49) (49) from human RA patient synovium identified 6 similar T cell subsets including a common *GZMK*-expressing subset corresponding to the Taa subcluster (**Figure 2G**). In all, these results support a pro-inflammatory role for *GZMK*-expressing T cells in BPH and a potential link between age-associated T cells and symptomatic BPH (49, 62). Also, the stromal location of the CD8a and GZMK-labeling cells may suggest interactions with stromal cells contribute to BPH.

### T cell differentiation is shifted to the Taa subset in BPH prostates

Previous studies have described the association between CD8^+^ memory T cell cytotoxic granules and T cell differentiation (31). *GZMK* ^+^ *GZMB* ^-^ expression has been associated with early differentiation, *GZMK* ^+^ *GZMB* ^+^ with intermediate differentiation, and *GZMK* ^-^ *GZMB* ^+^ with late-stage differentiation (31). We hypothesized that the differentiation trajectory would be altered in large prostate CD8^+^ T cells compared to small prostates in the direction of the GZMK^hi^GZMB^low^ Taa population. We applied a velocity analysis to the CD8^+^ T cell subclusters to analyze the differentiation trajectories of the subclusters (45).

In both small and large prostates, overall directional flow indicated movement through CD8^+^ T_CM_ subclusters 12, 10, and 0 with most cells transitioning from T_CM_ subcluster 0 towards T_CM_ subcluster 7 (**Figures 3A, B**). In small prostates, the proportion of T_CM_ subcluster 7 cells is significantly increased compared to large prostates, and most of these cells progress towards T_CM_ subcluster 2 which is also significantly increased compared to large prostates (**Supplementary Figure S2**). T_CM_ subcluster 2 expresses both *GZMB* and *PRF1* (**Figure 2D**), a profile associated with cytotoxicity (31). In contrast, overall movement of T cells from large prostates trended away from T_CM_ subcluster 2 and towards having gene expression profiles similar to the Taa subcluster 1 (**Figure 3B**). Further cell cycle analyses indicated that the Taa cells were cycling with high G2M scores, particularly in large prostates, suggesting proliferation within this population (**Supplementary Figures S3A, B**). Overall, these results suggest altered directional flow and differentiation of the CD8^+^ T cell subclusters between large and small specimens. This altered differentiation may contribute to the overall change in T cell subcluster proportions between small and large prostates through diversion of trajectory from a *GZMB* and *PRF1*-expressing cytotoxic population (T_CM_ subcluster 7) towards the proliferating Taa as a terminal phenotype in large prostates. Notably, subcluster 7 is also statistically significantly negatively correlated (R=-0.5, P=0.0294) with IPSS (**Figure 2C**), further suggesting that this shifted trajectory contributes to LUTS.

**Figure 3:**
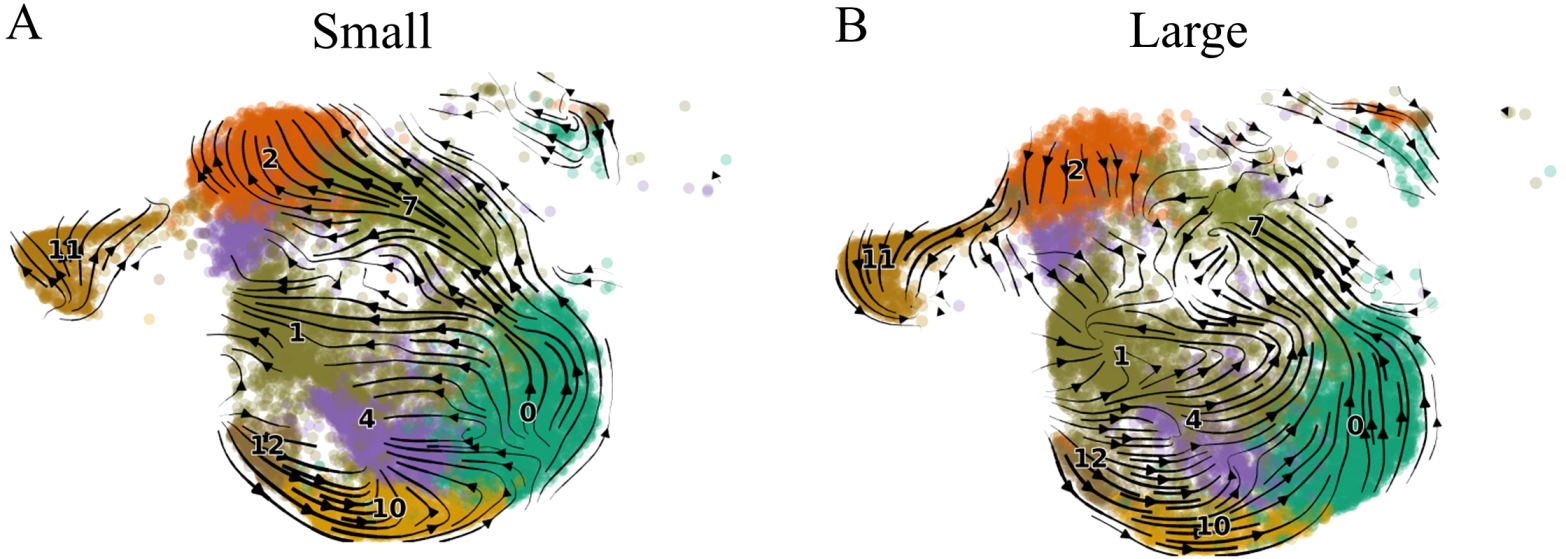
Velocity analysis of small and large aged prostate CD8^+^ T cell subsets. **(A)** Velocity results for small prostate CD8^+^ T cells. **(B)** Velocity results for large prostate CD8^+^ T cells. Arrows indicate directional flow of cells in the low-dimensional embedding (UMAP), the direction of which essentially denotes the predicted differentiation trajectory of the cells.

### SASP and senescence-associated genes are expressed by BPH stromal cells

We hypothesized that SASP-associated cytokine gene expression might correlate with prostatic cellular expansion. We used bulk RNA-Seq data from small and large aged prostates used in the scRNA-Seq analyses to examine the overall SASP-associated cytokine expression in whole prostate specimens. 

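Bulk RNA-Seq measures the RNA of all cells of a tissue piece together, so that a change in expression and a change in cell makeup both alter its values. Frozen tissue of the transition zone (TZ), the part of the prostate in which BPH nodules form, was sequenced from 10 small prostates (40 g or less) and 7 large prostates (90 g or more). Each specimen came from another patient, so the spread between specimens includes the spread between patients. The paper states that its small prostates came from patients with small cancers confined to the peripheral zone, so the groups differ in the reason for surgery as well as in size. Specimens are called S1 to S10 (small) and L1 to L7 (large) here, in arbitrary order. The authors aligned the reads of strand-specific libraries with STAR v2.6.1d and counted them per gene with featureCounts v1.5.0-p3 at its default parameters, and the submitters' processing notes name the genome build GRCh38.p12. By default featureCounts does not use the strand of a read, so that reads of a gene and of a gene overlapping it on the other strand cannot be told apart. The deposited values are raw counts per Ensembl gene. All gene IDs were found in GENCODE release 29, and 16013 of them had no count in any specimen. The total count was 70247616 to 117104841 (median 81900676.5) in the small specimens and 75958657 to 91257561 (median 80720409) in the large specimens. Mitochondrial genes took 5.2% to 10.0% of the counts in small and 4.5% to 8.1% in large specimens. Pearson's r between 2 specimens, across genes and on the log2 scale of CPM (counts scaled to library size), ranged from 0.886 to 0.971, so no library was a copy of another. Counts were normalized by TMM, and 23037 genes with enough counts by edgeR's filterByExpr were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The library labels fall into 2 number series, 1 with 8 small and 1 large specimens and the other with 2 small and 6 large specimens. The sources used here do not say what the series stand for, so values with the series as a covariate or within a series are given where they change a result.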

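The SASP is the set of cytokines, chemokines and growth factors secreted by senescent cells. Of its 8 genes VEGFA, CCL5, CCL2, CXCL8, CXCL1, CXCL2, IL6 and IL1B, none was higher or lower in large than in small prostates at an adjusted p under 0.05 from edgeR. At an unadjusted p under 0.05 the count was 1 (IL6), and it was 0 when adjusted over the list alone, 0 with DESeq2 and 0 with limma. The study chose this list for these specimens, so the count over the list alone is not independent evidence. IL6, which encodes an inflammatory cytokine, lies on chromosome 7 of GRCh38 from 22725884 to 22732002. Its level was 10.8 ± 27.6 CPM (SD, n = 10) in small and 0.997 ± 1.35 CPM (SD, n = 7) in large prostates, a log2 fold change of -3.45 (standard error 1.33, adjusted p = 0.584 from edgeR's quasi-likelihood test). Without S2, which had 89.2 CPM, it was -1.09, and with 2 surrogate variables as covariates it was 0.08. In other settings it was -2.15 (limma voom with sample quality weights), -2.22 (label series as a covariate) and -2.25 (smooth muscle and luminal scores as covariates), and with DESeq2 it was closer to 0 than in these 3. CXCL8, CXCL1 and CXCL2 encode chemokines that attract neutrophils and lie on chromosome 4 (CXCL8 from 73740506 to 73743716, CXCL1 from 73869393 to 73871242, CXCL2 from 74097035 to 74099293). CXCL8 was at 18.3 ± 35.6 CPM (SD, n = 10) in small and 5.19 ± 5.40 CPM (SD, n = 7) in large prostates (log2 fold change -1.82, standard error 0.91, adjusted p = 0.734 from edgeR), and its log2 fold change was -0.47 without S2, -0.24 with 2 surrogate variables and -1.13 with limma voom. CXCL2 was at 7.19 ± 8.32 and 2.13 ± 3.17 CPM (log2 fold change -1.76, standard error 0.87, adjusted p = 0.728 from edgeR), and the log2 fold change was -2.93 without L7 and -0.73 with 2 surrogate variables. CXCL1 had a log2 fold change of -0.04, which was 0.52 without S2 and -1.46 without L7. The monocyte chemoattractant CCL2 (chromosome 17, 34255218 to 34257203) was at 17.6 ± 14.0 CPM in small and 17.8 ± 12.7 CPM in large prostates, a difference well within the spread of either group (log2 fold change 0.02, 0.36 without S2 and -0.39 without L7). CCL5, which attracts T cells (chromosome 17, 35871491 to 35880793), was at 29.6 ± 19.9 and 38.3 ± 30.4 CPM (log2 fold change 0.37, adjusted p = 0.959 from edgeR), and its log2 fold change was -0.09 without L3, 0.19 with label series and 0.22 with smooth muscle and luminal scores. The angiogenic factor VEGFA (chromosome 6, 43770184 to 43786487) was at 666 ± 449 and 338 ± 374 CPM (log2 fold change -0.98, adjusted p = 0.830 from edgeR), and its log2 fold change was -1.72 without L1 and -1.62 with limma voom. IL1B (chromosome 2, 112829751 to 112836903) was at 2.44 ± 4.18 and 1.52 ± 1.54 CPM, and its log2 fold change of -0.69 was 0.42 without S2, -1.30 without L7 and 0.48 with 2 surrogate variables. IL6, CCL5 and VEGFA overlap annotated genes on the other strand, which leaves their counts uncertain. The SASP cytokine score, the mean of the 8 row-scaled genes in each specimen, was 0.110 ± 0.826 (SD, n = 10) in small and -0.157 ± 0.586 (SD, n = 7) in large prostates, a difference of -0.267 (exact two-sided permutation test over all 19448 splits, p = 0.478). Where specimens were left out, the genes were scaled again over those kept, so the unit of the score is not the same. The difference was -0.111 without S2, -0.165 without L5, -0.448 without L7 and -0.467 without S8. Within the label series that holds 6 large and 2 small specimens, scaled again in the same way, it was -0.721 (exact permutation test, p = 0.321). The other series has 1 large specimen, too few for a comparison. The mean absolute deviation of the score from its group median differed by -0.192 in large against small prostates (exact two-sided permutation test, p = 0.403), and by -0.080 without S8, -0.096 without S2, -0.116 without L3, -0.128 without L2 and -0.319 without L7.

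**Figure D1:**
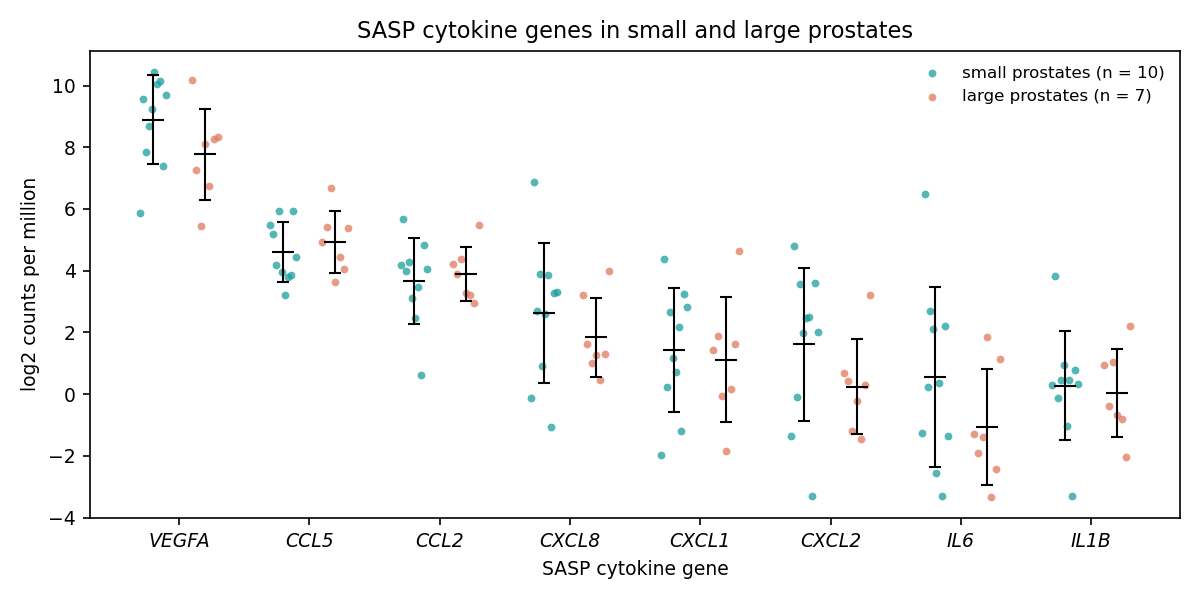
Log2 CPM (vertical axis) of the 8 SASP cytokine genes (horizontal axis) in each small (n = 10) and large (n = 7) prostate specimen, with black bars for the group mean ± SD. The groups overlap for each of the 8 genes, and 1 small specimen holds the highest IL6, at 89.2 CPM.

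The paper set out from the hypothesis that expression of these genes goes with the expansion of the prostate, and it reads the 17 specimens side by side in a heatmap of both groups.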

SASP cytokine expression varied among the specimens and was not consistent among the small or large prostate groups (**Figure 4A**). We then examined SASP gene expression in specific prostate cellular populations using combined all-cell scRNA-Seq data generated from 5 large BPH prostates (40). As the Taa cells were located predominantly within the stromal compartment histologically (**Supplementary Figure S4A**), and that granzyme K has been shown to induce SASP in stromal cells in other organs (2, 28), we hypothesized that Taa cells might impact SASP production by stromal cells and contribute to a proinflammatory microenvironment (2, 28). We subclustered the stromal cells and identified genes associated with SASP and senescence, and particularly expression of SASP-associated cytokine genes reportedly induced by granzyme K (2, 28). We also subclustered T cells to determine whether the Taa subcluster identified in the immune cell analyses could be identified in the all-cell analysis. Stromal cell subclustering identified 8 subclusters segregated into two groupings of 4 subclusters, with one grouping identified as smooth muscle cell/myofibroblasts and the other as fibroblasts based on DEGs (**Figure 4B**). Expression of SASP-associated genes among stromal cell subclusters showed variable expression among the subclusters, including genes for GZMK-induced cytokines *CXCL8*, *CXCL1, IL6*, *CCL2*, and *CXCL2* (**Figure 4C**) (2, 28). Additionally, a *GZMK* ^hi^ *GZMB* ^low^ Taa subcluster was identified among T cells (**Supplementary Figures S4A, B**). These results indicate SASP-associated pro-inflammatory cytokine gene expression by prostate stromal cells.

**Figure 4:**
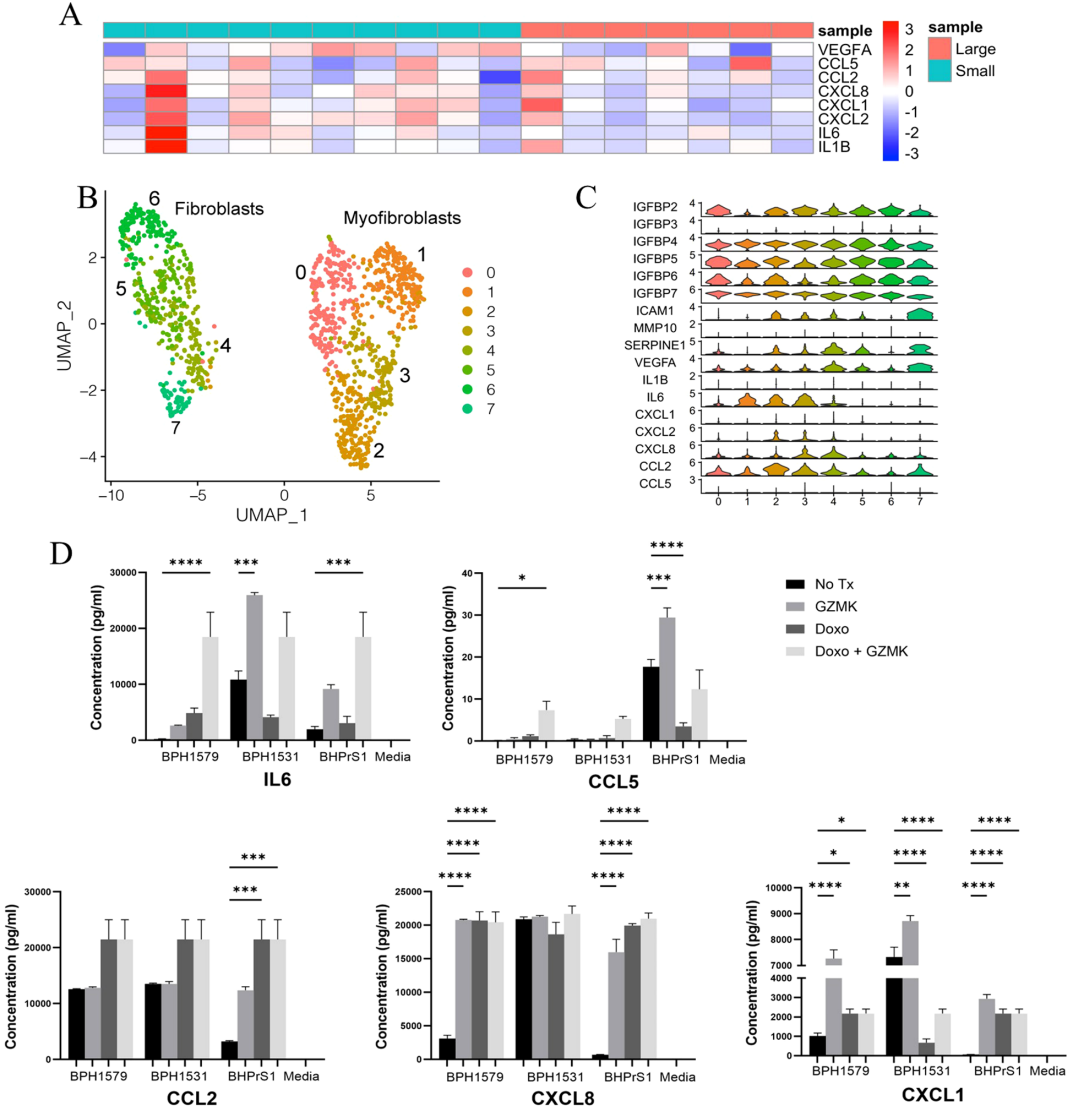
SASP-associated cytokine and chemokine expression in BPH prostates **(A)** Cytokine Heatmap. Log_2_(FPKM) values of cytokine genes in bulk RNA-seq data from large and small prostate specimens is shown in a heatmap, with row scaling performed. The color of the annotation bar above columns indicates sample identity (Large vs Small) and the color of the rows indicates gene expression from high (red) to low (blue). **(B)** Subclustering of stromal cells from 5 large aged prostates **(C)** SASP-associated gene expression among stromal cell subclusters. **(D)** Production of SASP-associated cytokines with at least one statistically significantly (P<0.05)modulated specimen following in vitro granzyme K treatment of cycling and Doxorubicin (Doxo)-treated senescent BPH patient-derived fibroblasts. Adjusted P values for all comparisons are listed in **Supplementary Table S1**. * = P value 0.01 to 0.05, ** = P value 0.001 to 0,1, *** = P value 0.0001 to 0.001, **** = P value < 0.0001.

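After row scaling of log2(FPKM + 1), with gene lengths from the exons of GENCODE release 29, S2 held the highest value of IL6 (3.34 SD above the mean of its row), IL1B (3.26), CXCL8 (2.88), CXCL2 (2.12) and CCL2 (1.74). In large prostates the highest scaled value was 0.33 for IL6, 0.86 for CXCL8 and 1.31 for IL1B, while L7 held the highest value of CXCL1 (2.07) and L3 that of CCL5 (2.04). VEGFA was highest in S6 (1.38), and CCL2 was lowest in S8 (-2.36). The pseudocount behind the heatmap is not given in the paper's text. With 0.1 in place of 1, chosen after the data were seen, the value of IL6 in S2 was 2.74. Over the 28 pairs of these genes the mean Spearman's rho among the specimens was 0.435 (permutation test with 100000 resamples, p = 1.0e-05, the smallest it can give), and it was 0.433 after centring within each group, 0.423 in small and 0.445 in large prostates. Of the 28 pairs, 13 passed a Benjamini-Hochberg adjusted p of 0.05, 12 of them with a positive rho. CXCL8 and CXCL2 had a rho of 0.885 (Pearson's r 0.881, permutation p = 1e-05 for each, the smallest that 100000 resamples give). CCL2 and IL1B had a rho of 0.821 (permutation p = 0.00011; r = 0.893, permutation p = 1e-05). The negative pair was VEGFA and CCL5, with a rho of -0.591 (permutation p = 0.014) and an r of -0.615 (permutation p = 0.010). L3, lowest in VEGFA and highest in CCL5, had a luminal epithelium score of -1.569 and a T cell score of 1.283. S6, at the opposite end for both genes, had scores of 0.643 and -1.349. These 2 specimens do not settle whether cell makeup accounts for this pair, which was not tested. None of the other pairs of VEGFA passed (rho -0.265 to 0.382), nor did CCL5 with CXCL8, CXCL1, CXCL2 or IL6 (rho 0.167 to 0.272). Leaving out S2 and S8, the 2 specimens farthest from the median score, gave a mean rho of 0.372, and 5 of the 28 pairs then passed. VEGFA and CCL5 were not among them, though their rho was -0.589 (adjusted p = 0.097 from permutation). The score also went with markers of neutrophils in the same specimens (rho 0.770, permutation p = 0.00051; r = 0.812, permutation p = 4e-05; 12 relations computed, Benjamini-Hochberg adjusted p = 0.006 for rho and 0.00048 for r, both from permutation). Without S2 and L7, the farthest in the neutrophil score, r was 0.719 and rho 0.664. The call for rho was then lost (adjusted p = 0.098 from permutation). Whether this came from those 2 specimens or from the smaller number of specimens was not tested. Of the 12 relations, 5 passed for r, and the others were those with immediate early genes (r = 0.736, adjusted p = 0.005 from permutation), endothelium (0.575, 0.048), T cells (0.557, 0.048) and B and plasma cells (0.554, 0.048). None of these 4 passed for rho (0.588, 0.534, 0.488 and 0.493, adjusted p = 0.086 for immediate early genes and 0.117 for the rest, from permutation). Without the 2 specimens farthest in each measure r was 0.552, 0.357, 0.606 and 0.367.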

### Granzyme K modulates SASP-associated cytokine production by cycling and senescent BPH fibroblasts *in vitro*

Since scRNA-seq data showed senescence-associated and SASP-associated cytokine/chemokine gene expression in prostate stromal cells, we hypothesized that granzyme K secreted by Taa may modulate senescence-associated gene expression in fibroblasts and stimulate BPH fibroblasts to produce SASP-associated cytokines/chemokines. To assess the potential impact of granzyme K on prostate stromal cells, BPH patient-derived fibroblast cell line BHPrS1 and primary fibroblasts derived from two BPH patients (51) were treated with granzyme K *in vitro*. Doxorubicin (Doxo) treatment to induce senescence (52) was included to observe whether granzyme K stimulation can further promote SASP in senescent fibroblasts. In both cycling and Doxo-treated senescent fibroblasts, *in vitro* granzyme K treatment significantly increased (P<0.05) secretion of one or more SASP-associated cytokines IL-6, CXCL8, CCL5, CCL2, and CXCL1 in at least one prostate fibroblast specimen (**Figure 4D**, **Supplementary Table S1**), and this effect varied among the fibroblast specimens. Overall, these data show that granzyme K can modulate SASP-associated factor secretion by BPH-derived fibroblasts and suggests that granzyme K may impact the prostate inflammatory microenvironment by promoting inflammatory cytokine production by both cycling and senescent prostate stromal fibroblasts. Additionally, the variability in granzyme K-induced cytokine production among the BPH patient-derived fibroblasts is compatible with the clinical and morphologic variability observed among BPH patients.

## Discussion

In this study, we identified a CD8^+^ *GZMK* ^hi^ *GZMB* ^low^ Taa subset previously associated with aging present within the stromal compartment and correlated with IPSS in aged prostates (2). Consistent with involvement in other inflammatory diseases, prostate Taa cells shared a similar gene expression profile to a *GZMK*-expressing RA T cell subset, further suggesting a potential role for granzyme K-expressing cells in promoting a dysregulated and pro-inflammatory immune microenvironment (49, 62). *In vitro* granzyme K treatment of prostate fibroblasts indicates granzyme K can stimulate pro-inflammatory cytokine and chemokine production by prostate stromal cells. While a specific function for Taa cells has not yet been defined (2), these data suggest that Taa may contribute to BPH-associated inflammation and IPSS through granzyme K-mediated stimulation of stromal cell cytokine and chemokine production leading to recruitment and activation of additional immune cells in the prostate microenvironment.

Of the five granzymes (A, B, H, K, M) identified in humans, granzyme K is the least well studied (63). While the functions of granzyme K are currently not well defined, previous studies have identified intracellular and extracellular roles for granzyme K which include both cytotoxic and non-cytotoxic activities (63, 64). However, unlike the most common cytotoxic granzyme GZMB, which in combination with perforin (PRF1) is associated with induction of apoptotic cell death, GZMK lacks lytic activity and its expression has not been positively correlated with cytotoxic activity (31, 63). Also, unlike other granzymes, a cellular receptor for GZMK has not been identified. In addition to low *GZMB* and high *GZMK* gene expression, Taa cells showed low *PRF1* expression, further suggesting reduced cytotoxic capacity in these cells (**Figures 1F**, **2C**). T cell cytotoxic capacity and ability to eliminate infected or neoplastic cells diminishes with age, suggesting an association between an increased proportion of *GZMK* ^hi^ T cells and diminished cytotoxic activity with aging (31). Additionally, expression of *YY1*, a gene that has been associated with both cellular senescence and T cell-mediated diseases, and *CDKN2A*, a gene involved in senescence-associated cell cycle arrest, were increased in large prostate Taa cells, further suggesting alterations in this T cell population between small and large prostates (58–60).

As T cell differentiation involves the maturation of lytic granules, we hypothesized that the changes in granzyme gene expression may indicate altered T cell differentiation between large and small aged prostates (31, 32). RNA velocity analysis was used to infer the differentiation fates of CD8^+^ T cell subsets (45, 65, 66). A high proportion of unspliced transcripts for a particular gene indicates upregulation of that gene, and RNA velocity analysis describes changes in the abundance of mRNA transcripts (45). By examining the velocities of multiple genes, the differentiation pathways of individual cells may be inferred (45). Genes were ranked on velocity to find genes in a subcluster that show dynamics that are transcriptionally differently regulated compared to all other subclusters, for example, induction in that cluster and homeostasis in the remaining population. In the current study, directional flow to and from the Taa population is altered between large and small aged prostates (31). Also, evidence of cycling in the Taa subcluster suggests these cells are proliferating, which may also contribute to the accumulation of these cells in large prostates.

## Conclusions

In this study, we identified a previously described GZMK-high Taa subset in aged prostates that was correlated with IPSS. Expression of granzyme and senescence-associated genes was altered in this subset between normal and aged and between small and large aged prostates. Velocity analyses suggested that altered T cell differentiation trajectory may contribute to accumulation of Taa cells in large vs small aged prostates. Aged prostate fibroblasts express multiple SASP-associated genes, and GZMK variably induces SASP-associated cytokine expression in prostate fibroblasts *in vitro*, suggesting that Taa cells may promote prostate cellular expansion and immune cell recruitment through GZMK-induced fibroblast SASP production. Variability in SASP gene expression among small and large aged prostates and variable responses of BPH patient-derived fibroblasts to GZMK *in vitro* are compatible with the variability in symptoms and response to treatment observed clinically among BPH patients and highlights that BPH is likely multifactorial involving multiple cellular processes that have yet to be fully defined. 

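Each of the 8 SASP cytokine genes varied more among the 17 specimens than most genes of similar expression. How far the cell makeup of each tissue piece sets this spread was not tested. The SD of log2 CPM had a median of 1.75 over the 8 genes and of 0.53 over all genes tested. IL6 had an SD of 2.91 in small and 1.88 in large prostates, over all specimens at percentile 99.5 of the genes with a mean log2 CPM within 0.5 of its own, and its highest level was 1168 times its lowest. That range rests on S2, at 89.2 CPM, since the next highest specimen was at 6.47 CPM. The SD was 2.20 for CXCL2 (percentile 98.9), 1.95 for CXCL1 (percentile 98.7) and 1.91 for CXCL8 (percentile 98.7). It was 1.59 for IL1B (percentile 93.8) and 1.53 for VEGFA (percentile 99.7). CCL2 (1.18, percentile 95.6) and CCL5 (0.97, percentile 95.5) had the smallest SD of the 8. The lowest counts were 6 reads for IL6, CXCL2 and IL1B, so their lowest levels rest on few reads. Little of this spread lay between small and large prostates. The share of the sum of squares between the groups was highest for VEGFA (14.2%), 10.0% for IL6 and for CXCL2, and lowest for IL1B (0.5%), where chance gives 6.25% for 2 groups of these sizes.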

Overall, the findings of the current study suggest a potential role for the age-associated Taa in BPH.

### Future directions

It is hypothesized that the interplay of Taa cells and stromal cells may contribute to the non-resolving and progressive inflammation of BPH though granzyme K-mediated SASP cytokines and chemokines. A similar effect has been described in concurrent studies involving myeloid cells (41). However, while the secretion of multiple SASP cytokines and chemokines were modulated by prostate fibroblast granzyme K treatment *in vitro*, further studies are needed to confirm a direct fibroblast stimulatory capacity for Taa cells and if Taa cells have a causal role in the development and progression of BPH-associated inflammation and LUTS. Additionally, further study is needed to determine the underlying mechanisms for altered T cell differentiation and gene expression and to define the clinical consequences of these alterations. For example, in addition to SASP genes, stromal cell subclusters expressed *CDKN1A*, *YY1*, and *IL6*, genes that have been previously linked to cellular senescence (**Supplementary Figure S4C**) (67). Also, YY1, which has been shown to repress p16 expression and curtail senescence in cancer cells, has also been associated with collagen production and implicated in fibrotic diseases such as idiopathic pulmonary fibrosis (IPF) and liver fibrosis through promoting myofibroblasts differentiation and increased collagen production by fibroblasts and myofibroblasts (68–71). As other studies have suggested a role for prostatic fibrosis in contributing to BPH-associated LUTS, these results may indicate a role for YY1 signaling in BPH (72). More recently, a role for granzyme K-mediated complement activation in RA and other chronic inflammatory conditions has been described (73). Complement has been shown to be highly expressed by synovial fibroblasts and promote fibroblast-mediated inflammatory tissue priming in RA (74) and has been explored as a potential therapeutic target and biomarker for RA (75, 76). Given the similarities between BPH and RA inflammation, granzyme K-mediated complement activation and fibroblast stimulation may play a role in driving BPH inflammation and LUTS. In all, this warrants further investigation of Taa cells as a potential therapeutic target or biomarker for management of BPH inflammation, fibrosis, and LUTS.

While the current study focused on CD8^+^ T cells and specifically Taa cells, other T cell subsets were positively correlated with IPSS and/or prostate volume (**Figure 2C**). This includes a CD8^+^ T_MAIT_ subset, and CD8^+^ T_MAIT_ cells have previously been implicated in immune-mediated inflammatory diseases (77, 78). Future studies of the role of aging and T cells in BPH include investigating this and other specific T cell subsets, as well as epigenetic alterations or changes in T cell receptor (TCR) repertoires with age, and exploring interactions between stromal and epithelial cells with immune cells (11, 79, 80). Furthermore, the impact of androgens on aging prostate immune cells is yet to be explored, particularly in the context of androgen-targeted therapy for BPH. While most BPH patients initially respond to androgen-targeted therapy, many eventually progress and require surgical intervention for their LUTS (81). Further studies in this area may elucidate the roles of age-associated alterations in androgens and immunity in treatment failure. These current and future studies could benefit BPH patients by providing potential immunological biomarkers or pharmaceutical targets for improved prognostics and medical management of BPH and LUTS.

### Limitations of the study

Several challenges were encountered in this study. As surgical intervention is not indicated for patients without bothersome urinary symptoms or without evidence of PCa, therefore small, aged prostates were collected from PCa patients with small PZ-confined tumors (40, 41). The field effects of PCa tumors are considered limited to within about 3mm of the tumor periphery (82, 83). For these reasons, PCa-free TZ tissue obtained from these specimens is an accepted method for collection of these samples (82, 83). However, the potential effects of PZ tumor cells on TZ immune cells cannot be completely ruled out. Another challenge in this study was related to the previously published normal non-BPH prostate scRNA-Seq study by Henry et al. (42), which all prostate cells rather than isolated CD45^+^ leukocytes were analyzed (42). The inclusion of more numerous prostate cell populations along with the relatively small number of immune cells normally present in non-BPH prostates meant there were relatively few normal prostate immune cells for analysis compared to our BPH specimens. Consequently, this may have affected some analyses and prevented the inclusion of normal immune cells in some analyses.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE120716 https://www.ncbi.nlm.nih.gov/geo/, GSE269205 https://www.ncbi.nlm.nih.gov/geo/, GSE183676.

How the deposited data were processed for this re-analysis (not part of the article)

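Bulk RNA-Seq was run on TZ pieces kept frozen, 10 taken from small prostates and 7 from large ones, with 1 library per specimen and 1 specimen per patient. The authors aligned the reads with STAR v2.6.1d, counted them with featureCounts v1.5.0-p3 and deposited raw counts per gene, with no normalization. The submitters' processing notes name GRCh38.p12. The paper names DESeq2 v1.20.0 with an adjusted p under 0.05. Specimens were grouped by the sample labels and the paper. Each column of the count table matched 1 specimen. Gene symbols and coordinates came from GENCODE release 29, which holds every gene ID of the table.

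Counts were normalized by TMM and filtered with filterByExpr in edgeR 4.0.16, which left 23037 genes. Large and small prostates were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. CPM values are normalized by TMM, and log2 CPM has a prior count of 2. FPKM was computed from the counts and the exon lengths, with a pseudocount of 1. Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, then with an estimated correlation and with fry, over lists with at least 3 genes tested. Scores are means of row-scaled log2 CPM, compared by exact permutation tests over all 19448 splits of the specimens, and correlations were tested with 100000 permutations (all pairings within the 7 large specimens).

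The named genes were the genes of Figures 4A and 4C, 8 genes that the paper discusses (GZMK, GZMB, PRF1, YY1, CDKN2A, CDKN1A, TCF7 and CD8A), genes past the threshold with a mean of at least 1 CPM in a group (or, with none in a direction, the 5 with the smallest p) and up to 4 members of each list described that passed the test (or, with none, the 2 with the smallest p). Genes of the Y chromosome and XIST, and genes that mark a common inherited variant, were not named. The results of some genes that meet this rule are not reported here. The design, the lists, this rule and most alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0, limma voom with sample quality weights, RLE and upper quartile factors, no filter and a stricter filter (1 CPM in 7 specimens), protein-coding genes only, a fold of at least 2, covariates (label series, smooth muscle and luminal scores, 2 surrogate variables from sva 3.50.0), other prior counts (0.5) and each specimen left out in turn. The work used R 4.3.3 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

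The steps were tested on simulated counts of 23037 genes with 200 genes changed, for 10 against 7 specimens. edgeR recovered 40% of the genes changed by a log2 fold of 1, 74% at 2, 98% at 3 and 94% at 4, with 7 false calls, and DESeq2 recovered 50%, 78%, 98% and 100% with 61 false calls. These rates hold for the simulated counts only. Other splits of the real specimens gave up to 38 calls with edgeR and 1365 with DESeq2, so the rates need not hold there. Totals of 70247616 to 117104841 counts per specimen leave counting error small for most genes, and the spread between patients sets the precision. Single-cell data and cultured fibroblasts of the paper were not analysed here.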

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

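The tests of the nerve list against other stromal cells, label series and other splits of the specimens, those of the immediate early list against heat-shock genes and other splits, and those of label series, S2 and the smooth muscle and luminal scores as a whole cause were chosen only after the result was seen, while the tests of S2 and of both scores against the bound of -0.622 were added after the data were seen but before their own results.

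Genes of nerve and Schwann cells, which the paper does not discuss, had a median log2 fold change of -1.975 over 10 genes in large against small prostates. A lower share of all stromal and vascular cells would need a median of -0.988 or lower in those cells, and the endothelium, pericyte, smooth muscle, fibroblast and mast cell lists together had -0.016 (jackknife standard error 0.288), which argues against it. Of 100 splits of the specimens, 2, the real one included, gave as small a p from camera on limma voom values. The camera p was 9.317e-07 for the real split and 2.448e-07 for the lowest of the others. This fit is another than that of the adjusted p given with the list. The count is low, but this list was singled out among 38 after the values were seen, and splits within a label series were not tested. Chance is therefore not excluded over the lists. With label series as a covariate, which ended the camera calls of 4 other lists, this list kept its call at the preset correlation (lost in 0 of 25 settings of filter, scaling, covariate or specimen left out, but lost with an estimated correlation, adjusted p = 0.249, and with fry, 0.3745, all from limma) and its median was -1.620 (standard error 0.741), below 0 by more than that error, which argues against the series as the whole cause, but not so far below -0.988, and as series and group overlap in part, a share of the difference and the series cannot be told apart. A lower share of Schwann cells in large prostates may stay as a hypothesis. It was not tested, since bulk values do not tell a lower share of cells from lower expression in each cell. The 4 neuronal members did not pass and went both ways. With 1 specimen left out the log2 fold change ranged from -0.11 to 1.97 for NEFL and -0.41 to 0.60 for TH. It ranged from -1.58 to 0.61 for NEFM and -1.10 to -0.17 for PRPH. As single specimens move them this far, these 4 genes cannot tell whether the share of nerve tissue as a whole was lower. The place in the transition zone from which the tissue was taken stays open too, as does the reason for surgery, which differed between the groups. Neither was tested.

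The list of immediate early and stress genes had a median log2 fold change of -1.243 over 25 genes. A tissue stress response that raises heat-shock and immediate early genes together would need a median of -0.709 or lower in 5 heat-shock genes. They had 0.391 (standard error 0.596), which argues against it. Without L3 their median changed sign to -0.092, still above that bound. The camera call at the preset correlation was lost in 0 of these 25 settings. It was lost with an estimated correlation (adjusted p = 0.718) and with fry (0.764), all from limma. The median was -0.738 (standard error 0.584) without S2 and -1.167 (standard error 0.706) with the smooth muscle and luminal scores as covariates. These errors are large against the distance of each median from 0 and from the bound of -0.622. The values therefore cannot tell whether S2 or the share of these cells is the whole cause or part of it, and both stay open. Of 100 splits, 9, the real one included, gave as small a p from camera on the voom values (real 6.669e-12, lowest of the others 6.424e-19), so chance is not excluded. Prostate size and the reason for surgery, which by the paper was cancer for the small prostates, both stay open as biological explanations that the groups do not separate, and the time between surgery and freezing, which the sources used here do not give, was not tested.

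The NK cell score of L4 was the lowest of the large specimens by a gap of 0.612 of the range. The luminal epithelium score of L3 was the lowest of the large specimens (-1.569) by a gap of 0.700. The skeletal muscle score of L4 was the highest of the large specimens (1.954) by a gap of 0.639. Chance gives about 1 such specimen in 20 groups, and 56 groups were tested.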

How the results depend on the processing

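For the count of genes past the threshold, leaving out S2 and S8 together was chosen only after the data were seen. So were the alternatives of the 2 list medians and of the FPKM pseudocount. The count of genes past the threshold, 1 with edgeR, was 2 with no filter, 0 with label series as a covariate, 4 with smooth muscle and luminal scores, 0 with 2 surrogate variables, 107 with DESeq2, 0 without S2 and S8 together, and 0 to 3 with 1 specimen left out (0 without S4, L1, L3, L5, L6 or L7, 2 without S7, S10, L2 or L4, 3 without S3). The count of SASP cytokines was 0 in each setting. The count of lists, 8, was 15 with limma voom and sample quality weights, 0 with an estimated correlation, 0 with fry, and 6 to 16 with 1 specimen left out (16 without S4, 15 without S9, 14 without L4, 13 without S8). Over 60 genes followed and 1553 alternatives, 1438 kept direction and side of the threshold, 8 lost the call (COL28A1), 22 gained it and 85 reversed, in 19 genes that did not pass the test. With 2 surrogate variables the log2 fold change was 0.01 for IGFBP4, 0.48 for IL1B, 0.08 for IL6, 0.56 for CXCL1, 0.11 for GZMB, 0.13 for KRT15, 0.28 for KRT17 and 0.20 for CD8A. With limma voom it was 0.14 for IGFBP4, -0.01 for YY1, 0.65 for PRPH and 0.31 for CD8A, and with upper quartile factors 0.02 for IGFBP4. With label series it was -0.24 for CCL2, -0.04 for PRF1, -0.22 for KRT5, -0.21 for TP63 and -0.05 for YY1. With smooth muscle and luminal scores it was -0.07 for IGFBP5, 0.09 for CXCL1, 0.41 for NEFM and -0.01 for YY1. With 1 specimen left out it ranged from -0.21 to 0.08 for IGFBP4, -0.21 to 0.24 for IGFBP5, -1.30 to 0.42 for IL1B, -1.46 to 0.52 for CXCL1, -0.39 to 0.36 for CCL2, -0.09 to 0.55 for CCL5, -0.20 to 0.28 for PRF1, -0.05 to 0.06 for YY1, -0.02 to 0.26 for KRT5, -0.11 to 1.97 for NEFL, -0.41 to 0.60 for TH, -1.58 to 0.61 for NEFM and -0.44 to 0.12 for CD8A. The SASP cytokine score was 0.007 higher in large prostates with the wider SASP factors, and its difference was -0.124 with the 17 genes of Figure 4C. Its rho with neutrophils was 0.664 without the 2 farthest specimens, and that with fibroblasts and basal epithelium was -0.082 and -0.018. For these changes the cause was not tested. SOX10, SPINK1, LTA, MORC1, CXCR1, TH and NEFM give no value under the stricter filter. No paired analysis was possible because each specimen is from another patient and the replicate numbers are arbitrary. Depth limits the values of genes with few counts, such as IL6, CXCL2 and IL1B (6 counts in the lowest specimen), SOX10 (0.0521 CPM in large prostates) and LTA (0.111 CPM in small prostates).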

Differences from the paper's values

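The readings of Figure 4A were made by eye only after the values here were known, so they are not an independent check. No value differed from the paper's. The highest scaled values of small prostates were 3.34 for IL6, 2.88 for CXCL8 and 3.26 for IL1B, where Figure 4A, read by eye, shows about 3 for each. In large prostates CXCL1 reached 2.07 and CCL5 2.04, and the figure shows about 2 for both. The lowest value of CCL2 in small prostates was -2.36, and the figure shows about -2. Both the paper and the labels give 10 small and 7 large specimens.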

Other observations

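The tests of the SASP cytokine score against GZMK and neutrophils, as hypotheses, and the comparisons with other splits of the specimens were chosen only after the result was seen. The tests of S2 were chosen after its high values were seen, but before their own results, and the limit for the largest of 17 specimens after them.

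Besides the nerve and immediate early lists, 4 lists were higher and 2 lower in large prostates by camera, and none of the 6 passed with an estimated correlation. Granzymes and perforin were higher (adjusted p = 0.0103, adjusted p = 0.718 with an estimated correlation, both from limma), with GNLY at a log2 fold change of 0.78 and GZMK at 1.01 (7.63 ± 7.64 CPM in 10 small and 15.4 ± 14.9 CPM in 7 large, higher than the small median in 6 of 7). GZMB had -0.77 (-0.49 without S2, -0.40 without S9), PRF1 0.05 and CD8A -0.07, and none of these genes passed in edgeR. MHC class II genes (adjusted p = 0.00998, 0.718 with an estimated correlation) and genes of lymphoid follicles (0.0422, 0.742 with an estimated correlation) were higher too by limma's camera. HLA-DPB1 had a log2 fold change of 0.68 and HLA-DPA1 of 0.61 (0.40 with 2 surrogate variables), and these genes overlap on opposite strands. CXCL13, which attracts B cells, was at 68.6 ± 97.1 and 197 ± 154 CPM (1.52, from 0.98 with 2 surrogate variables to 3.02 with limma voom), and the cytokine gene LTA at 0.111 ± 0.118 and 0.222 ± 0.092 CPM. GZMK, GZMB and GNLY overlap genes on the other strand, which leaves their counts uncertain. With label series as a covariate none of these lists passed limma's camera (adjusted p = 0.127 for granzymes, 0.187 for MHC class II and 0.39 for follicles). The granzyme call was also lost without S10 (adjusted p = 0.0511 from limma) and without L3 (0.091, GZMK at a log2 fold change of 0.40). The MHC class II call was lost without S8 (0.0531) and L7 (0.0674), with 2 surrogate variables (0.238) and with smooth muscle and luminal scores (0.0654). The follicle call was lost in 13 of 25 settings, among them each of S3 (0.0686), S5 (0.0836), S6 (0.0841), S8 (0.146), S10 (0.0683), L2 (0.0988) and L7 (0.172) left out.

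Basal epithelium was higher (adjusted p = 0.0165, 0.718 with an estimated correlation, both from limma), with KRT14 at 60.1 ± 52.3 CPM in small and 202 ± 146 CPM in large prostates (log2 fold change 1.75) and NGFR at 15.5 ± 7.91 and 29.1 ± 13.0 CPM (0.91, and 0.24 with label series), both past the threshold when adjusted over the list alone. The other 8 genes did not pass, and the median over the 10 was 0.174, with KRT5 at 0.15, TP63 at 0.20, KRT15 at -0.36 and KRT17 at -0.52 (-0.05 without S2), named after their values were seen. The call of the list was lost with label series (0.966), limma voom (0.0725) and smooth muscle and luminal scores (0.0654), and without S1 (0.117), S3 (0.0816), L3 (0.0774), L5 (0.0525) or L7 (0.0555). Club and hillock epithelium was lower (0.00127, 0.718 with an estimated correlation, both from limma). KRT13 was at 139 ± 292 CPM in small and 7.26 ± 6.62 CPM in large prostates (log2 fold change -4.25, past the threshold over the list alone, but -2.65 in DESeq2, -2.71 without S2 and -0.98 with 2 surrogate variables), and OLFM4 was at 580 ± 857 and 70.2 ± 89.5 CPM (-3.04, and -1.35 with 2 surrogate variables). Neutrophil markers were lower (0.0057, 0.718 with an estimated correlation, both from limma), with CXCR1 at -1.29 (-2.04 without L7, -2.11 with limma voom, -0.58 with 2 surrogate variables) and CXCR2 at -0.71 (-0.26 without S2, -1.11 without L7, -0.10 with 2 surrogate variables). With 2 surrogate variables the calls of club and hillock epithelium (0.639) and neutrophils (0.167) were lost, and that of neutrophils also with the stricter filter (0.0779). NGFR and KRT13 overlap genes on the other strand, and TP63 and KRT15 overlap other annotated genes.

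Other lists and genes of the paper did not pass. The adjusted p from limma's camera was 0.13 for the 8 SASP cytokines, 0.135 for the granzyme K-induced cytokines, 0.271 for the SASP genes of Figure 4C as a list, 0.632 for wider SASP factors and 0.632 for senescence and cell cycle arrest, and it was 0.383 for smooth muscle and 0.189 for luminal epithelium. The log2 fold change was 0.98 for IGFBP3, 0.79 for CDKN2A, -0.49 for CDKN1A, 0.45 for TCF7 and 0.01 for YY1, and none of them passed in edgeR. Without L3 it was 0.55 for IGFBP3, 0.45 for CDKN2A and 0.16 for TCF7. With label series it was 0.57, 0.43 and 0.03 for these and -0.27 for CDKN1A. It was 0.48 for CDKN2A without L4, 0.28 for TCF7 without L7 and -0.12 for CDKN1A without S2. Limma voom gave 0.21 for CDKN2A, and 2 surrogate variables as covariates gave -0.15 for CDKN1A. CDKN2A, CDKN1A, TCF7 and YY1 overlap other annotated genes. Of the 17 genes of Figure 4C, 0 passed in edgeR and 0 in DESeq2, 1 was higher and 2 were lower at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone, a list the study chose and so not independent evidence.

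Other splits show how far these counts can come from the specimens alone. The real split is counted among the 100 and the 40 given here. Of 100 splits, 6 gave at least the 1 gene called by edgeR (highest of the others 38), and 4 of 40 at least the 107 called by DESeq2 (highest of the others 1365), so chance is not excluded for either. As many genes at an unadjusted p under 0.05 as in the real split (1621 in this fit) came from 25 of 100 splits (highest of the others 5338), which does not exclude chance. As many lists as 8 came from 72 of 100 splits (highest of the others 30), and as small a p among the 8 SASP cytokines as the real one from 44 of 100 (lowest of the others 0.00064), so chance is not excluded for these either. Some splits called many more genes than the real one, and what sets them apart was not tested.

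One hypothesis is that GZMK, which the paper proposes to raise SASP cytokines in stromal cells, goes with the SASP cytokine score. Spearman's rho was 0.355 (permutation p = 0.163, adjusted p = 0.327 over 12 relations, from permutation) and Pearson's r 0.347 (permutation p = 0.173), and r was 0.246 without S8 and L3. After centring within groups rho was 0.542 (permutation p = 0.026, adjusted p = 0.074 from permutation), so the data leave the hypothesis open. A second hypothesis is that the score goes with neutrophils. It was prompted by the rho of 0.770 over 17 specimens, which therefore does not test it. After centring within groups the rank correlation was 0.740 (adjusted p = 0.012 from permutation), 0.685 in small (adjusted p = 0.180 from permutation) and 0.714 in large prostates (adjusted p = 0.593 from exact permutation), so the hypothesis stays open, and CXCL8, CXCL1 and CXCL2 themselves attract neutrophils.

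IL6, CXCL8, CXCL2, IL1B and CCL2 were all highest in S2. On the line of SASP score against neutrophil score in the other 16 specimens, S2 lay 2.34 residual SD above (2.07 with the error of the prediction), and on the line against immediate early genes 1.54 (1.24 with the error of the prediction). S2 was picked for its high values of this score's own genes, so the bound of 2 set for these tests was too low, and both values are below 3.24, the limit for the largest of 17 specimens. Neither explanation is excluded or favoured by them, and both stay open. The design names no condition that sets S2 apart from the other small prostates, so none was tested.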
